# Integrative transcriptomic and proteomic analysis reveals mechanisms of silica-induced pulmonary fibrosis in rats

**DOI:** 10.1186/s12890-021-01807-w

**Published:** 2022-01-07

**Authors:** Cunxiang Bo, Juan Zhang, Linlin Sai, Zhongjun Du, Gongchang Yu, Chao Li, Ming Li, Cheng Peng, Qiang Jia, Hua Shao

**Keywords:** Silicosis, Proteomics, Transcriptomics, SiO_2_, Rat

## Abstract

**Background:**

Silicosis is a systemic disease characterized by persistent inflammation and incurable pulmonary fibrosis. Although great effort has been made to understand the pathogenesis of the disease, molecular mechanism underlying silicosis is not fully elucidated. This study was aimed to explore proteomic and transcriptomic changes in rat model of silicosis.

**Methods:**

Twenty male Wistar rats were randomly divided into two groups with 10 rats in each group. Rats in the model group were intratracheally instilled with 50 mg/mL silicon dioxide (1 mL per rat) and rats in the control group were treated with 1.0 mL saline (1 mL per rat). Twenty-eight days later, transcriptomic analysis by microarray and tandem mass tags (TMT)-based proteomic analysis were performed to reveal the expression of mRNAs and proteins in lung tissues. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) were applied to analyze the altered genes and proteins. The integrated analysis was performed between transcriptome and proteome. The data were further verified by RT-qPCR and parallel reaction monitoring (PRM).

**Results:**

In total, 1769 differentially expressed genes (DEGs) and 650 differentially expressed proteins (DEPs) were identified between the silicosis model and control groups. The integrated analysis showed 250 DEPs were correlated to the corresponding DEGs (cor-DEPs-DEGs), which were mainly enriched in phagosome, leukocyte transendothelial migration, complement and coagulation cascades and cellular adhesion molecule (CAM). These pathways are interrelated and converged at common points to produce an effect. GM2a, CHI3L1, LCN2 and GNAI1 are involved in the extracellular matrix (ECM) and inflammation contributing to fibrosis.

**Conclusion:**

Our comprehensive transcriptome and proteome data provide new insights into the mechanisms of silicosis and helpful information for more targeted prevention and treatment of silicosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12890-021-01807-w.

## Background

Silicosis is a systemic disease characterized by persistent inflammation and progressive pulmonary fibrosis. The disease is caused by long-term inhalation of occupational dust containing silicon dioxide [1]. Once onset, even if the exposure is terminated, silicosis can continue to develop and result in breath difficulty, low blood oxygen levels and eventual death [2, 3]. It is well established that the pathological process of silicosis involves phagocytosis, inflammation, extracellular matrix (ECM) remodeling, epithelial–mesenchymal transition (EMT) and fibrosis. However, the exact molecular mechanism underlying the silicosis is not fully elucidated and there are no specific drugs that can effectively alleviate or reverse silica-induced lung injury. Therefore, there is an urgent need to undersand the molecules and molecular pathways leading to silicosis.

Several distinct and complementary techniques have the potential to yield new perspectives on understanding the molecular activities and functions [4, 5]. Transcriptional profiling using high-throughput RNA sequencing technology is a useful method for identifying novel transcripts and analyzing gene expression changes in pathophysiology and toxicology [6, 7]. While gene expressions and their regulations are important in biological functions, protein expression represents outcomes of interaction between genetic and non-genetic factors and provides phenotype information of a disease [8]. Therefore, joint analysis of transcriptomic and proteomic data from the same samples can provide more comprehensive information on molecular mechanisms of a disease.

Silica particle-induced pulmonary fibrosis in rat model has been widely used in silicosis studies. In this study, we evaluated key target genes and proteins and associated pathways involved in silicosis through an integrative analysis with mRNA microarray and tandem mass tags (TMT) data. This comprehensive analysis of the transcriptome and proteome may substantially improve the overall understanding of the potential molecular mechanisms in silicosis.

##  Methods

###  Study protocol

This study was approved by the Committee on the Ethics of Animal Experiments of Shandong Academy of Occupational Health and Occupational Medicine (Protocol Number: 20190003). Twenty specific-pathogen-free (SPF) male Wistar rats (160–180 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China), and housed in an SPF facility at 22 ± 2 C, 55% ± 10% relative humidity with a 12 h light/dark cycle and free access to water and chow. After one week, the rats were allocated to two groups with the random number table: the model group (n = 10) and the control group (n = 10), which were intratracheally instilled with 50 mg/mL silicon dioxide (1 mL per rat) and normal saline solution (1 mL per rat) respectively. Rats in the same group were housed together with five rats per cage. The individual rat was considered the experimental unit in this study. All rats were sacrificed on day 28 after administration. Please refer to our previous work for the detailed procedures of establishment and evaluation of rat silicosis model [9]. Based on the histological changes, three lungs from each group were selected for microarray and TMT assay to achieve the minimum requirements for biological replicates. All rats were intratracheally instilled with silicon dioxide under sodium pentobarbital anesthesia and sacrificed by carbon dioxide anesthesia after the exposure.

### Microarray assay

Total RNA was extracted using TRIzol Reagent (Cat# 15596-018, Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions and quantified by the NanoDrop ND-2000 (Thermo Scientific). The RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). An mRNA microarray analysis was conducted on each total RNA sample using a Low Input Quick Amp Labeling Kit, One-Color (Cat# 5190-2305, Agilent Technologies) and a Gene Expression Hybridization Kit (Cat# 5188-4242, Agilent Technologies) following the manufacturer's protocol. Slides were scanned using an Agilent Microarray Scanner (Cat# G2505C, Agilent Technologies) with the default settings. Feature Extraction software 10.7 (Agilent Technologies) was used to evaluate the raw datas which were normalized using the Quantile algorithm, Gene Spring Software 14.8 (Agilent Technologies).

### RT-qPCR assay

The lung tissues for RT-qPCR assay were same to the microarray assay. Total RNA was extracted as described above and double-strand cDNA was synthesized using the HiScript II Q RT SuperMix for qPCR (+gDNA wiper) Kit (R223-01, Vazyme, Nanjing, China) according to the manufacturer’s instructions. RT-qPCR was performed using ChamQ SYBR qPCR Master Mix Kit (Q311-03, Vazyme, Nanjing, China) on LightCycler^®^ 480 II Real-time PCR Instrument (Roche, Swiss). The primers were synthesized by Generay Biotech (Generay, PRC) based on the mRNA sequences obtained from the NCBI database (Table 1). The expression levels of mRNAs were normalized to ACTB and were calculated using the 2^−ΔΔCt^ method [10].

**Table 1:** Primer sequences

Gene	Forward primer	Reverse primer
*CHI3L1*	CCAATCACAGGGTCAGGATTA	TGAGGAAGTCGCATATCTCGTA
*LCN2*	CCGATGAACTGAAGGAGC	GTCGGTGGGAACAGAGAA
*GM2a*	TGTACGCCATGCTCCTTC	CCAGCTTGAACTTAAGATTCCA
*GNAI1*	GGTTCTGTGTTTGGCAGT	AGTCTGTGCAACGTTTATACAA

### TMT and PRM assay

Proteins from lung were extracted and digested, then the digested peptides were labeled using TMT Reagent-6plex Multiplex Kit according to the manufacturer's instructions (90066B, Thermo Scientific). LC–MS/MS was performed using a Q Exactive mass spectrometer (Thermo Scientific) combined with Easy nLC system 1200 (Thermo Scientific). The TMT labeling, peptide fractionation and mass spectrometer detection were carried out by Shanghai luming biological technology co., LTD (Shanghai, China). To examine the reliability of TMT mass spectrometry, four DEPs (GM2a, CHI3L1, LCN2 and GNAI1) were validated by parallel reaction monitoring (PRM) assay. Details of TMT and PRM assay were referred to our previous study [9].

### Bioinformatics analysis

Transcriptomics and proteomics data were first analyzed using Statistical Program for Social Sciences (SPSS) (SPSS Inc., version 20.0, United States). A fold change ≥ 2.0 and *P* values ≤ 0.05 was used to classify differentially expressed genes (DEGs). The significantly different expressed proteins (DEPs) were screened with a fold change ≥ 1.5 and *P* values ≤ 0.05 by t-test, and a multiple testing correction was performed using Benjamini and Hochberg procedure to control the False Discovery Rate (FDR), using *P* value (< 5%) [11]. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were applied to determine the roles of these DEGs and DEPs, and the GO analysis was divided into biological process (BP), cellular component (CC) and molecular function (MF). *P* values less than 0.05 were considered significantly enriched.

### Correlation analysis of transcriptomics and proteomics

Genes are regulated at multiple levels during the expression process. At present, most studies have reported that the expression consistency between mRNAs and their corresponding proteins is not high enough. Therefore, we conducted a combined analysis of the proteome and transcriptome to gain a better understanding of the regulation of gene expression [12]. All expression data related to proteomics and transcriptomics were analyzed with the pearson correlation coefficient analysis between the model and control groups. The gene and its coding protein expressed with significant threshold of fold change and *P* value were identified and named as cor-DEPs-DEGs genes. The cor-DEPs-DEGs genes were further analyzed with GO and KEGG databases, and the spearman correlation coefficient was calculated.

## Results

### Histopathological evaluation of lung tissue

HE staining showed lung tissues were normal in control rats. In contrast, damaged alveolar structures, infiltrating inflammatory cells and silicotic nodule were observed in each rat from silica-treated group, which showed rat silicosis model was successfully replicated in this study. The detailed histological changes were referred to our previous study [9].

### DEGs and bioinformatics analysis

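Lung RNA of 3 rats of the model group and 3 rats of the control group was labelled with Cy3 and hybridized to single-colour Agilent arrays, with a separate array for each rat. On such an array the brightness of a spot measures how much labelled mRNA binds to its probe. The paper states that the lungs were selected on the basis of histological changes. It gives the instillation as 1 mL of silicon dioxide at 50 mg/mL, whereas the labels of the deposited arrays also give 50 mg/kg. The authors read the slides with Feature Extraction 10.7, which subtracts the background and corrects gradients across the slide. They deposited the resulting spot intensities of each array, not normalized between arrays, together with a table of normalized log2 signals. Each array carried 62972 spots, of which 1439 were controls, and 51255 distinct probes. Between 63.3% and 69.5% of the probes (median 68.2%) were well above background in the control group, and between 60.5% and 61.1% (median 60.7%) in the model group. The 63.3% was that of control rat 1, the only control array on the slide of the model group. Group and slide therefore cannot be told apart in these shares. No probe was saturated on any array. For the values given here, control spots and outlier spots were left out and the spots of a probe were averaged. The log2 processed signals of the 6 arrays were quantile normalized, which is the normalization the methods name. The 32097 probes that were well above background on all 3 arrays of at least 1 group were compared with limma. A probe was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The adjustment is not named in the paper for DEGs, and it was added because of the number of probes tested. With 3 rats against 3, an exact permutation test of a single probe cannot go below a p of 0.10, and the small number of arrays limits the precision of every value. All 3 arrays of the model group lay on the same slide as the array of control rat 1, while control rats 2 and 3 lay on another slide. A fit with slide as a block therefore rests on control rat 1, and calls that were lost in that fit are named beside the gene. The deposited arrays name their probes by identifier only. Gene names and chromosomes were taken from the first 1279 of the 2275 rows of Table S1, which name 1099 genes, and genes outside that part were not analysed here. Table S1 holds only probes that the authors had called on these same arrays, so the change of a named gene is not independent evidence. Where a gene had several named probes, the brightest was used.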

In total, 1769 DEGs were differentially expressed between the model and control groups. 952 DEGs were significantly upregulated, and 817 DEGs were significantly downregulated (Additional file 1: Table S1). These DEGs were enriched in 753 GO terms. 

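In the limma fit, 3120 of the tested probes differed between the model and control groups, with 1597 upregulated and 1523 downregulated. These are counts of probes, and a gene can be counted more than once. The array also carries non-coding probes, which the part of Table S1 that was read leaves out. The count was 9220 without the minimum fold change. It was 1303 (795 upregulated and 508 downregulated) when the background was corrected with normexp in place of the processed signal. A fit with slide as a block called 3066 probes, of which 2118 were also called without it. Among the named probes that were well above background on all 6 arrays and changed the same way in every pair of rats, the largest rise in this fit was that of Slc7a11 on chromosome 2 (probe CUST_R2_12064). Its normalized log2 signal was 9.34 ± 0.11 (SD, n = 3) in the model group and 4.81 ± 0.55 (SD, n = 3) in the control group. The log2 fold change was 4.53 (standard error 0.27, adjusted p = 2.8e-04 from limma). Another probe of the gene had a log2 fold change of 3.03. The next largest rises were those of Bpifb1 and Itgam, and the order depended on the processing. With normexp Slc7a11 rose by 2.99, less than Lcn2 (4.20), Bpifb1 (3.70) and Itgam (3.42), and with slide as a block by 5.12, less than Bpifb1 (6.20) and Itgam (5.17). Bpifb1 rose by 4.42 on the log2 scale, but the SD between control rats was 2.36, and it was called in 1 of the 6 fits that left out a rat. The largest fall in the same fit was that of Nr1d1 on chromosome 10, with a log2 fold change of -2.95 (standard error 0.53, adjusted p = 0.0090), while with normexp Nr1d1 had -2.64 and Hbb-b1 -2.69. Zbtb16 followed with -2.72 (standard error 0.36, adjusted p = 0.0035). The haemoglobin genes Hbb-b1 and Hbe2 both fell by 2.71, with an adjusted p of 0.026 each, and LOC287167 fell by 2.55. Of the 6 fits that left out a rat, Hbb-b1 was called in 3, Hbe2 in 2 and LOC287167 in 6. Hbb-b1, Hbe2 and LOC287167 were no longer called with slide as a block (adjusted p = 0.16, 0.18 and 0.056).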

The BP category was associated with inflammatory response, response to lipopolysaccharide and angiogenesis (Fig. 1a). 

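The gene lists of these terms are the paper's, from the first 1081 of the 4448 rows of Table S4, where the lists themselves end before their stated size. No enrichment was tested on them, and every gene with a named probe had already been called by the authors, so only the directions are described. For inflammatory response, 59 of the 92 genes could be read and 29 had a named probe. Of these, 24 were upregulated and 5 were downregulated in the limma fit. For response to lipopolysaccharide, 38 of the genes read had a named probe, with 27 upregulated and 11 downregulated. Angiogenesis went the other way, with 12 upregulated and 20 downregulated among 32 genes. When slide was a block, 14 of the genes of angiogenesis were called lower and 11 higher. In that fit 21 genes of inflammatory response were called higher and 2 lower, and for response to lipopolysaccharide 23 were called higher and 4 lower.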

The MF category was associated with extracellular space, extracellular exosome and cell surface (Fig. 1b). The CC category was associated with identical protein binding, protein homodimerization activity and chemokine activity (Fig. 1c). KEGG analysis proved these DEGs were enriched in 58 pathways, including complement and coagulation cascades, chemokine signaling pathway, cytokine–cytokine receptor interaction, Rap1 signaling pathway and Toll-like receptor signaling pathway (Table 2).

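For these pathways the paper's Table S5 lists the DEGs by name, and the lists were read to see in which direction the genes with a named probe had changed. Of the 42 DEGs listed for complement and coagulation cascades, 22 had a named probe, and 16 of them were upregulated and 6 downregulated. In the chemokine signaling pathway, 22 of 26 such genes were upregulated. In cytokine-cytokine receptor interaction, where 61 of the 71 listed DEGs could be read, 21 of 26 were upregulated. Of the 26 DEGs listed for the Toll-like receptor signaling pathway, 14 had a named probe, and all of these were upregulated. Of the 48 DEGs listed for the Rap1 signaling pathway, 25 had a named probe, with 7 genes higher and 18 lower. Only 6 of the Rap1 genes were called higher and 7 lower with slide as a block. In the same fit, 14 genes of complement and coagulation cascades were called higher and 3 lower, and 11 genes of the Toll-like receptor signaling pathway were called higher and 0 lower. It called 20 genes of the chemokine signaling pathway higher and 0 lower, and 19 genes of cytokine-cytokine receptor interaction higher and 3 lower.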

**Fig. 1:**
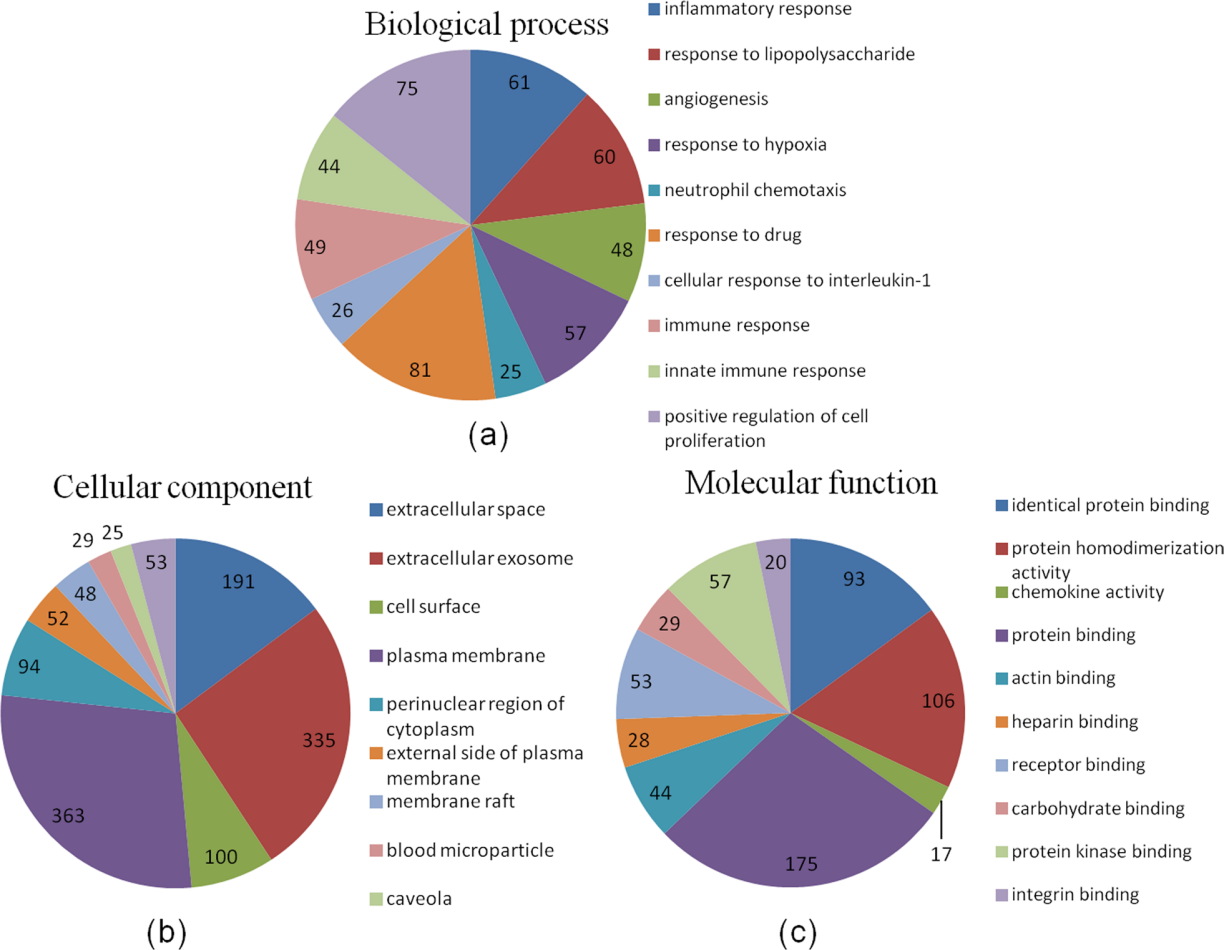
GO analysis of DEGs in lung tissues between the model and control groups. The top ten biological process categories (**a**), cellular component categories (**b**) and molecular function categories (**c**) are presented, FC > 2.0, *P* < 0.05

**Table 2:** The top ten KEGG pathways enrichment of DEGs in model rat lungs

Pathway ID	Description	*P* value
rno04610	Complement and coagulation cascades	8.26E−10
rno05150	Staphylococcus aureus infection	6.11E−08
rno05323	Rheumatoid arthritis	1.27E−07
rno04062	Chemokine signaling pathway	1.00E−06
rno04060	Cytokine–cytokine receptor interaction	1.78E−06
rno04015	Rap1 signaling pathway	5.94E−06
rno05133	Pertussis	1.02E−05
rno04620	Toll-like receptor signaling pathway	2.53E−05
rno05140	Leishmaniasis	2.90E−05
rno04142	Lysosome	5.16E−05

### DEPs and bioinformatics analysis

A total of 650 DEPs were identified in rats from the model and control groups (Additional file 2: Table S2). Among them, 355 proteins were significantly upregulated, and 295 proteins were significantly downregulated. These DEPs were enriched in 1967 GO terms. The BP category was associated with cell adhesion, biological adhesion and cellular response to chemical stimulus. The MF category was associated with cell adhesion molecule binding, cadherin binding and protein binding. The CC category was associated with extracellular region part, extracellular vesicle and extracellular organelle (Fig. 2). KEGG analysis proved these DEPs were enriched in 40 pathways, including collecting duct acid secretion, ribosome, phagosome, lysosome, leukocyte transendothelial migration, glycosaminoglycan degradation, glutathione metabolism and ECM–receptor interaction (Table 3).

**Fig. 2:**
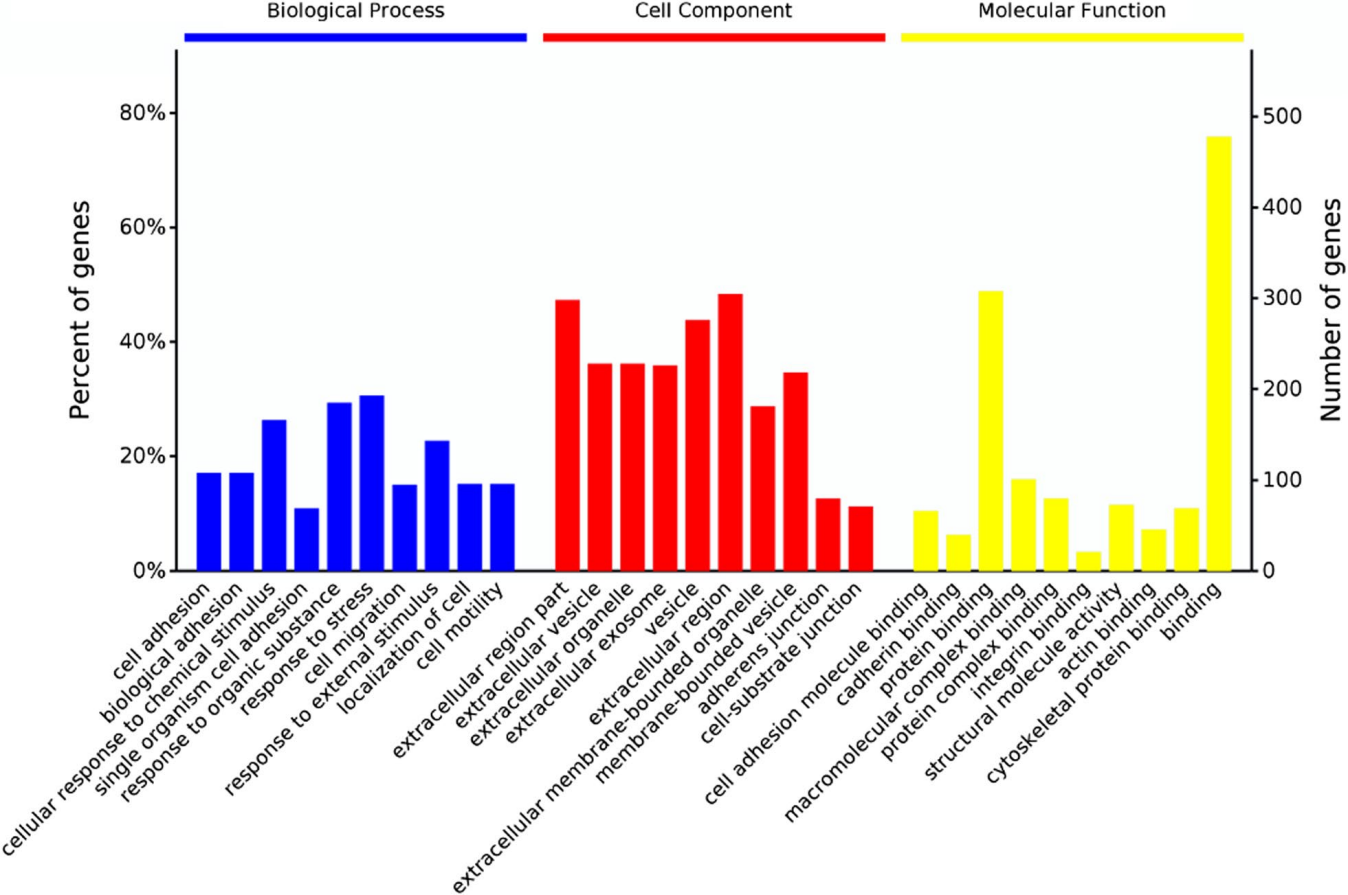
GO analysis of DEPs in lung tissues of rats from the model and control groups. The top ten biological process categories, cellular component categories and molecular function categories are presented, FC > 1.5, *P* < 0.05

**Table 3:** The top ten KEGG pathways enrichment of DEPs in model rat lungs

Pathway ID	Description	*P* value
rno04966	Collecting duct acid secretion	5.74E−09
rno03010	Ribosome	3.56E−08
rno04145	Phagosome	4.78E−07
rno04142	Lysosome	8.09E−07
rno04670	Leukocyte transendothelial migration	3.18E−05
rno00531	Glycosaminoglycan degradation	4.01E−05
rno00480	Glutathione metabolism	0.000107
rno05323	Rheumatoid arthritis	0.000181
rno04614	Renin–angiotensin system	0.000495
rno04964	Proximal tubule bicarbonate reclamation	0.000584

### Protein-mRNA correlation analysis

Integration analysis of above proteomic and transcriptomic data was conducted. All identified mRNAs with DEPs were matched, followed by transformation of DEPs and transcript volume ratios into log2 forms. An investigation of changes at both the transcript and tanslational levels revealed a relatively low correlation (Spearman correlation coefficient, R = 0.668, Fig. 3A) for all genes and proteins assessed. 

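Protein changes were taken from the paper's Table S2, which lists 650 DEPs of 617 genes measured by TMT in lungs of the same rats, and mRNA changes from the limma fit of the arrays. A DEP was matched to a probe by gene symbol, and 167 genes had both. These genes had been selected for a change at both levels. Across these genes Spearman's rho between the mRNA and protein log2 fold changes was 0.82. Pearson's r, which moved the coefficient most among the alternatives, was 0.93. Leaving out control rat 1 gave the lowest Spearman's rho, 0.806. Genes are not independent replicates, so no p-value is given. The correlation over all identified proteins was not analysed here, since Table S2 holds only DEPs.

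**Figure D1:**
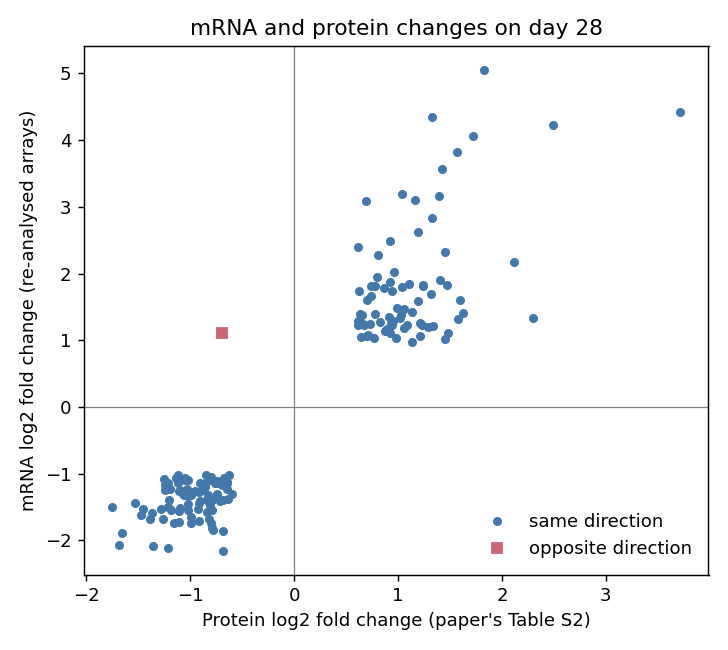
Log2 fold change of mRNA from the re-analysed arrays (vertical axis) against the log2 fold change of the protein given in the paper's Table S2 (horizontal axis), model over control group on day 28, with a point for each of 167 genes. Circles mark 166 genes that changed in the same direction and the square marks Fgg, the 1 gene that changed in opposite directions.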

When we compared the 1769 DEGs with the 650 DEPs, the higher positive correlations were indicated (R = 0.917, Fig. 3B). 

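Restricted to the genes whose mRNA and protein changed in the same direction, Spearman's rho was 0.819 and Pearson's r was 0.933. Within the upregulated genes alone Spearman's rho was 0.33, and within the downregulated genes alone it was 0.26. A single gene with a named probe changed in opposite directions, so no coefficient could be computed for the opposite trend. The paper sets the correlation of DEGs with DEPs against the lower one over all genes and proteins (Fig. 3A) and states that it was higher. The paper names Spearman's coefficient for that lower value. Over the 361 rows of Table S3, Spearman's rho was 0.8112 and Pearson's r 0.9168, so the paper's 0.917 matches Pearson's r. This comparison was chosen after seeing the values.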

When the correlation between DEGs and their corresponding DEPs with the same or opposite trend was analysed, higher positive and negative correlations were indicated (R = 0.940, Fig. 3C and R =  − 0.932, Fig. 3D). 

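Among the DEPs with a named probe, 165 had an mRNA that was called in the same direction, of which 76 were upregulated and 89 were downregulated at both levels. The count was 211 when every probe was counted separately and 125 when rat 1 of the model group was left out. Fgg, which encodes the gamma chain of fibrinogen and lies on chromosome 2, was upregulated in mRNA while its protein decreased. Its normalized log2 signal was 10.96 ± 0.36 (SD, n = 3) in the model group and 9.85 ± 0.37 (SD, n = 3) in the control group. The log2 fold change of the mRNA was 1.11 (standard error 0.25, adjusted p = 0.018 from limma), and the paper's log2 fold change of the protein is -0.70. Fgg was called in 3 of the 6 fits that left out a rat. The other genes that Table S3 lists with an opposite trend were not analysed here.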

Among the cor-DEGs-DEPs genes, 126 upregulated (Fig. 3E) and 118 downregulated genes (Fig. 3F) were identified as the same trend as protein expressions, while 6 genes had the opposite trend with their correlating proteins (Additional file 3: Table S3). These cor-DEGs-DEPs genes might play important roles in lung injuries of rats exposed to silica particles [13].

**Fig. 3:**
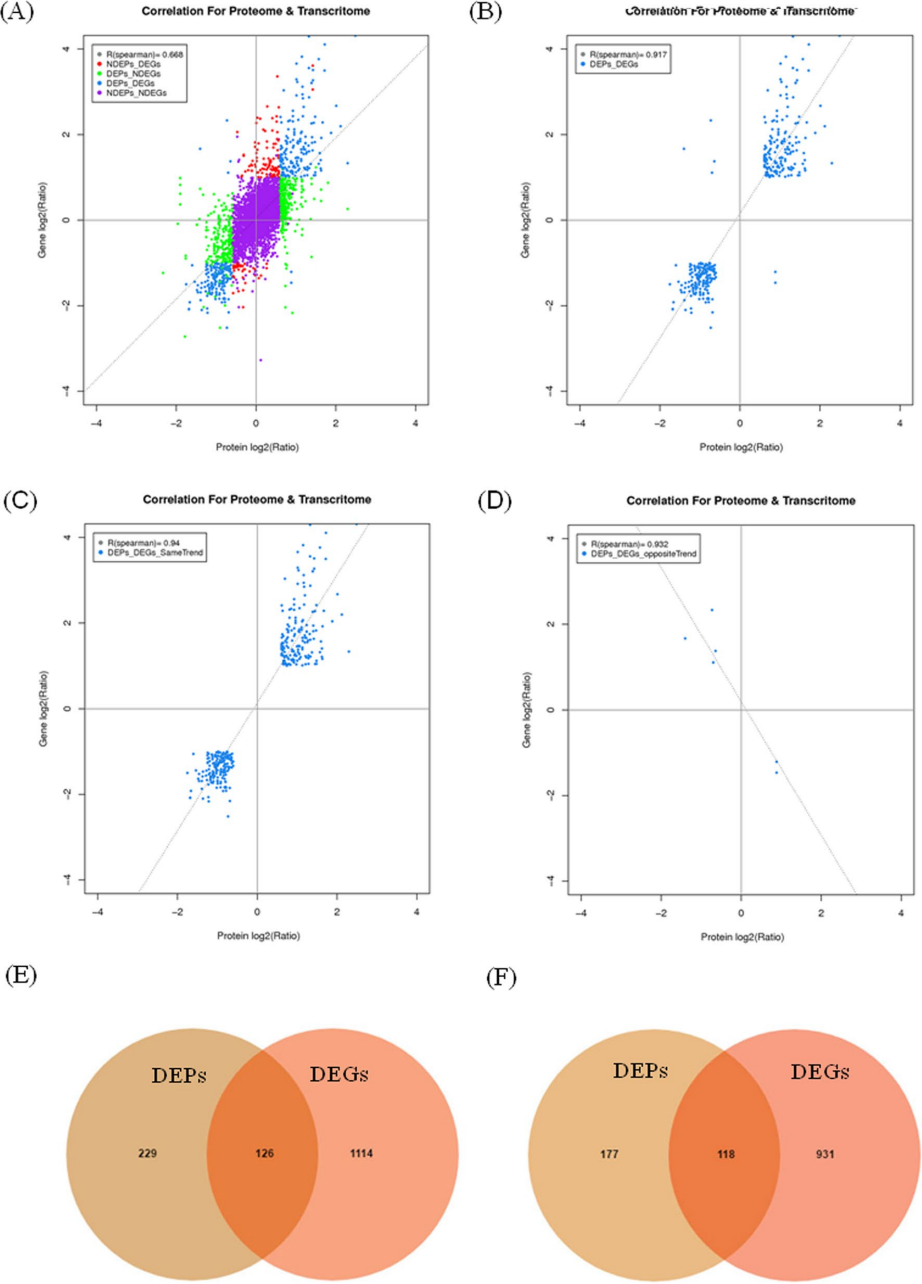
Correlations between the expression of proteins and genes. The horizontal-axis represents the protein expression level, and the vertical-axis represents the gene expression level. **A** Scatterplot of the relationship between genes identified in the transcriptome and proteome. **B** Scatterplot and correlation coefficients between DEGs and DEPs. **C** Scatterplot and correlation coefficients between DEGs and DEPs in the same trend. **D** Scatterplot and correlation coefficients between DEGs and DEPs in the opposite trend. **E** Venn diagram of upregulated DEGs and DEPs. **F** Venn diagram of downregulated DEGs and DEPs. Yellow part, DEGs; Red part, DEPs; Middle part, overlapped DEGs and DEPs

To further explore the potential functions of those cor-DEGs-DEPs genes in silicosis, GO terms and KEGG pathways were enriched at the levels of transcriptome and proteome, respectively. GO terms were highly enriched at both mRNA and protein levels (Fig. 4 and Additional file 4: Table S4). The subcategory identified in the BP category were cell differentiation, immune system process and primary metabolic process. For CC category, intracellular, extracellular exosome and protein-containing complex were the most abundant categories. The most abundant MF were protein and ion binding. 

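The gene lists of the joint enrichment were read from the paper's Table S5, and the direction of each gene with a named probe was taken from the limma fit. For phagosome, 10 of 15 listed genes had a named probe and all were upregulated, also with slide as a block. Leukocyte transendothelial migration was mixed, with 6 genes upregulated and 4 downregulated, and with slide as a block 6 were called higher and 2 lower. For complement and coagulation cascades, 5 genes were upregulated and 3 downregulated, and with slide as a block 5 were called higher and 1 lower. For cell adhesion molecules, 3 genes were upregulated and 7 downregulated, and with slide as a block 3 were called higher and 5 lower. All these genes had been selected by the authors as changed in both mRNA and protein.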

KEGG pathway analysis showed 16 pathways were highly enriched at both mRNA and protein levels, including phagosome, leukocyte transendothelial migration, complement and coagulation cascades and cell adhesion molecules (CAMs) (Fig. 5 and Additional file 5: Table S5).

**Fig. 4:**
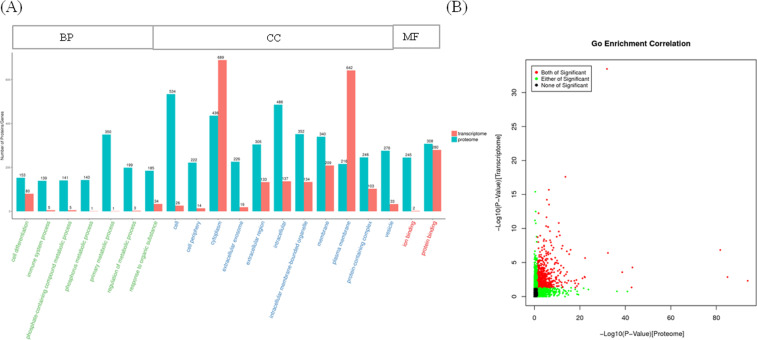
Correlation of GO enrichment between transcriptome and proteome. **A** Number of GO enrichment correlation between proteome and transcriptome. Each column in the figure represents a GO secondary annotation entry, Green represents DEPs, and red represents DEGs. The top twenty enriched terms of DEPs are presented. BP: biological process, CC: cellular component, MF: molecular function. **B** The overview scatter diagram of GO enrichment correlation between the protein level and transcript level of genes

**Fig. 5:**
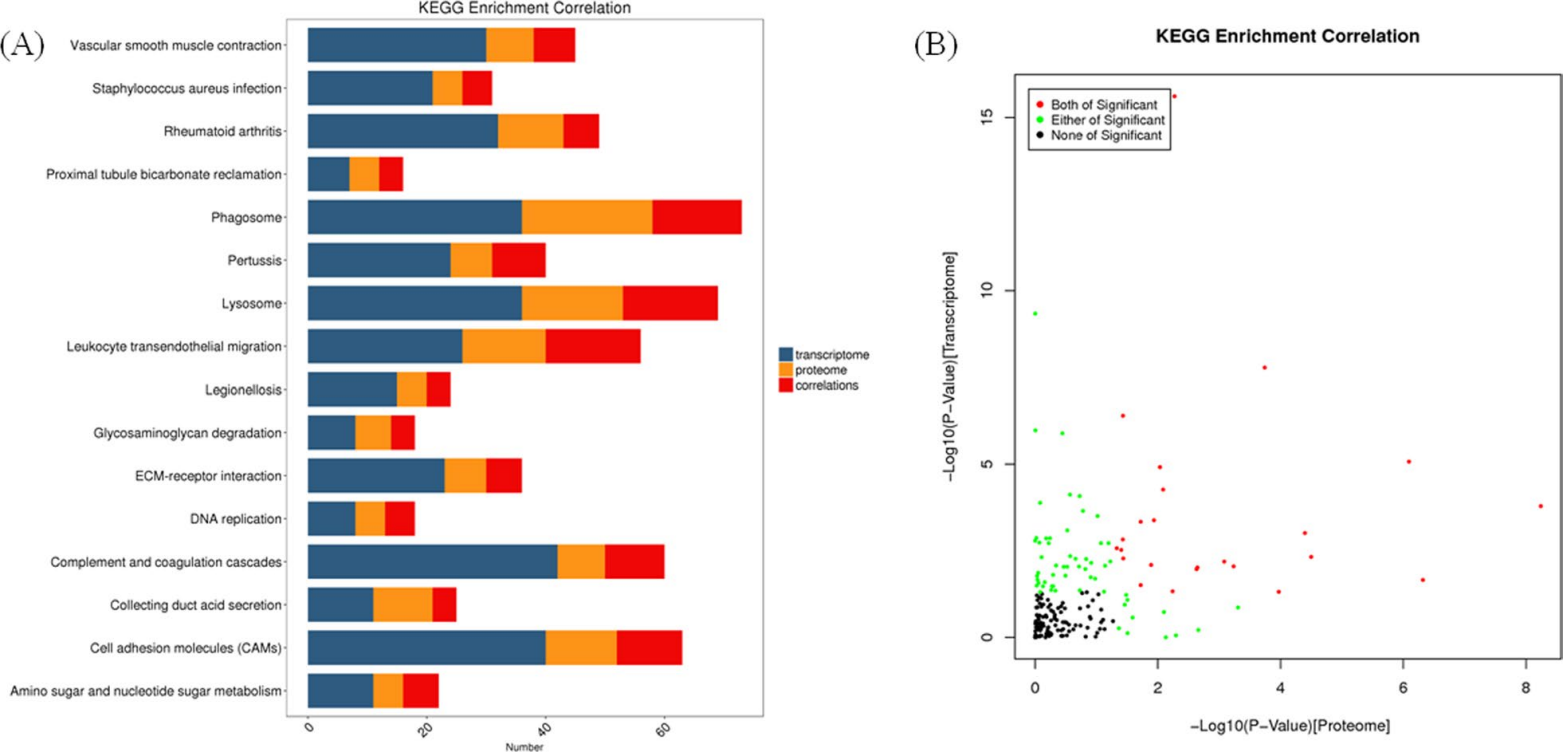
Correlation of KEGG enrichment between transcriptome and proteome. **A** Number of KEGG enrichment correlation between proteome and transcriptome. Each column in the figure represents a KEGG pathway, and different colors represent different histology. The yellow column in the figure represents the KEGG enrichment result of proteome, and the blue column represents the KEGG enrichment result of transcriptome. The red column in the figure represents the KEGG enrichment result of the correlated proteome and transcriptome. The ordinate is the name of the enriched KEGG pathway, and the abscissa represents the number of enriched proteomes and transcriptomes. **B** The overview scatter diagram of KEGG enrichment correlations between the transcript and protein levels of genes

### Data verification of microarray and TMT

To validate the reliability of the microarray data in this study, we selected four DEGs (upregulated *GM2a, CHI3L1, LCN2* and downregulated *GNAI1*) for RT-qPCR assays. The results showed that all tested DEGs were significant changed between the model and control groups. The expression patterns were consistent with the results of microarray, although the folds of changes were different (Fig. 6A), which indicated that our transcriptome results might reflect the relative expression level of each gene in vivo. 

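Of the genes measured by RT-qPCR, Lcn2 and Gnai1 had a named probe, and Gm2a and Chi3l1 were not analysed here. Lcn2, which encodes lipocalin 2 and lies on chromosome 3 (probe A_42_P638620), had a normalized log2 signal of 15.96 ± 0.13 (SD, n = 3) in the model group. In the control group it was 11.74 ± 0.50 (SD, n = 3), a log2 fold change of 4.22 (standard error 0.25, adjusted p = 2.8e-04 from limma). With each rat left out in turn, the change stayed between 3.96 and 4.44. Gnai1 encodes an inhibitory G protein alpha subunit and lies on chromosome 4 (probe A_43_P11734). Its signal was 3.77 ± 0.96 (SD, n = 3) in the model group and 5.92 ± 0.22 (SD, n = 3) in the control group. The log2 fold change was -2.15 (standard error 0.45, adjusted p = 0.015 from limma). The Gnai1 probe was well above background on 1 of the 3 arrays of the model group, so the size of its fall is uncertain. With slide as a block the log2 fold change was -2.40 with an adjusted p of 0.061, and after normexp it was -0.69, below the minimum fold change.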

As shown in Fig. 6B, the three upregulated DEPs (GM2a, CHI3L1, LCN2) and downregulated GNAI1 were in the same trend as that observed when the protein levels were quantified by PRM, suggesting that the TMT data in this study was reliable. The difference of expression level (fold change) may be due to the different detection methods.

**Fig. 6:**
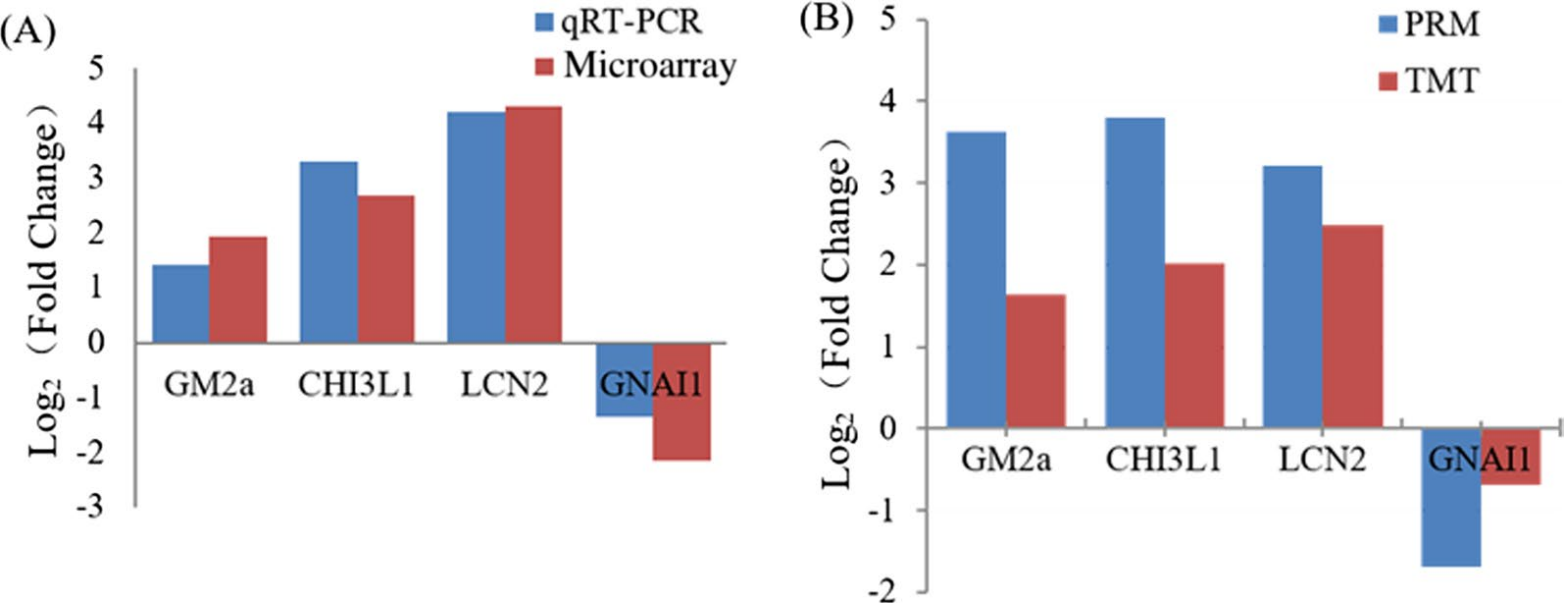
Data verified by RT-qPCR and PRM. **A** Comparison of the expressions of DEGs determined by microarray and qRT-PCR. log2 (Fold change) of the selected DEGs measured by microarray and qRT-PCR. GM2a: GM2 ganglioside activator; CHI3L1: Chitinase-3-like protein 1; LCN2: Neutrophil gelatinase-associated lipocalin; GNAI1: Guanine nucleotide-binding protein G(i) subunit alpha-1; The transcript expression levels of the selected genes were each normalized to that of the ACTB gene. **B** Comparison of the quantification results between TMT and PRM. log2 (Fold change) of the DEPS were measured by TMT and PRM

## Discussion

The aim of the study was to explore the molecular mechanism underlying silicosis and try to identify potential biomarkers that can predict the pathological progress of silicosis. To this end, we investigated the DEGs and DEPs in the lungs of the rats exposed to silica particles by microarray chip technology and TMT-coupled LC–MS/MS. The reliability of the results from microarray and TMT was confirmed by RT-qPCR and PRM assay. In total, 250 cor-DEPs-DEGs genes were identified in the lung tissues of rats from the silicosis model and control groups. Results of the KEGG pathway analysis indicated these cor-DEPs-DEGs genes were mainly enriched in phagosome, leukocyte transendothelial migration, complement and coagulation cascades and cellular adhesion molecule (CAM). For the first time, we found that cellular adhesion molecules (CAM), such as Gm2a, CHI3L1, LCN2, THBD, NADPH oxidase (NOXs) and vacuolar-ATPase are involved in pathogenesis of silicosis.

When the lung is injured, bleeding and leakage of plasma proteins from damaged surfaces in the alveolar space form a fibrinous deposit. Subsequently, the fibrin clot is invaded by proliferating fibroblasts, which forms the durable components of ECM [14]. Then the fibrin was degraded by plasmin. Decreased ECM degradation caused by deficient function of alveolar fibrinolysis plays an important role in the formation of pulmonary fibrosis in lung [15]. Excessive procoagulant and decreased fibrinolytic activities have been observed in animal models of lung fibrosis and pulmonary samples of patients with interstitial lung diseases [16, 17]. Procoagulant status in idiopathic pulmonary fibrosis (IPF) patients is associated with increased serum levels of factor VIII C, fibrinogen, homocysteine and protein C activity [18]. Thrombomodulin (THBD) plays an important role in anticoagulant by inducing plasminogen (PLG) to plasmin, which is inactivated by combining with C3b or CFH. Deletion of THBD can also cause abnormal activation of complement substitution pathway [19]. 

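Thbd, which encodes thrombomodulin and lies on chromosome 3, had a pair of named probes. The normalized log2 signal of the brighter probe (A_64_P033610) was 9.45 ± 0.69 (SD, n = 3) in the model group and 11.26 ± 0.09 (SD, n = 3) in the control group. Its log2 fold change was -1.82 (standard error 0.32, adjusted p = 0.0088 from limma). The other probe (A_43_P15023) gave a log2 fold change of -1.73 (standard error 0.29, adjusted p = 0.0075). Every rat of the model group had a lower signal than every control rat on both probes. The brighter probe was called in each fit that left out a rat, with a change between -2.11 and -1.43. With slide as a block the log2 fold changes were -1.87 and -1.61, and neither probe was called (adjusted p = 0.053 and 0.057). Plg, which encodes plasminogen, was not analysed here.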

In this study we found that the downregulated THBD may result in the deficient of plasmin and ECM deposition. Fibrin and derivatives have been reported to exacerbate lung inflammation by stimulating the expression of leukocyte adhesion molecules, chemokines and proinflammatory cytokines [15]. Therefore, anticoagulant therapy could be helpful in silicosis treatment.

An imbalance of oxidation/antioxidation is a crucial mechanism of pulmonary fibrosis [20]. It has been revealed that the ROS generated by NADPH oxidase is important contributor to the pathological progression of fibrotic diseases in several organs, such as the heart, lung, liver and kidney [21, 22]. ROS accumulation can induce MAPK activation [20] and secretion of TGF-β further driving lung fibrogenesis [23]. NOX1, NOX2 and NOX4 play critical roles in initiating fibrosis through activation of hepatic stellate cells [24–26]. NOX2, the central phagocyte oxidase, locates in the plasma membrane and the membrane of intracellular vesicles of phagocytic leukocytes, such as neutrophilic granulocytes, eosinophilic granulocytes, monocytes and macrophages [27]. NOX2 needs p22^phox^ to form a stable heterodimer. During phagocytosis or at sites of inflammation, a complex of three cytosolic proteins p47^phox^, p67^phox^ and p40^phox^ moves to the NOX2/p22^phox^ to start the enzymatic activity of the oxidase. 

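Among the structural components of the phagocyte NADPH oxidase, Cybb, Cyba and Ncf1 were not analysed here. Ncf4, which encodes p40phox and lies on chromosome 7, had a normalized log2 signal of 7.96 ± 0.27 (SD, n = 3) in the model group and 6.70 ± 0.31 (SD, n = 3) in the control group. Its log2 fold change was 1.25 (standard error 0.20, adjusted p = 0.0068 from limma). Ncf4 was called in every fit that left out a rat, and with slide as a block. After background correction with normexp its log2 fold change was 0.86, below the minimum fold change. The arrays measured mRNA of lung tissue, and oxidase activity was not measured on them. A change in the mix of cells cannot be told apart here from a change within cells.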

In the present study, lungs of rat model of silicosis showed increased phagocyte NADPH oxidase activity with upregulated five structural components NOX2 (*CYBB*), p22^phox^ (*CYBA*), p47^phox^ (*NCF1*), p67^phox^ (*NCF2*) and p40^phox^ (*NCF4*). ROS produced mainly by phagocytes NADPH oxidase plays an important role in silica-induced pulmonary fibrosis of rats. Highly specific NOX2 inhibitors may have potential to inhibit the development of silicosis.

The vacuolar-ATPase is an important pH regulatory complex using the energy produced by ATP hydrolysis to pump protons into the extracellular environment. The low extracellular pH may promote the degradation and remolding of ECM by increasing the activity of proteolytic enzyme such as matrix metalloproteinases (MMPs) and cathepsins [28, 29]. 

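Among the v-ATPase genes, Atp6v0c, Atp6v1a and Atp6v1c1 had a named probe, and Atp6v1b2 was not analysed here. Atp6v0c on chromosome 10 had a normalized log2 signal of 13.41 ± 0.03 (SD, n = 3) in the model group and 11.99 ± 0.06 (SD, n = 3) in the control group, a log2 fold change of 1.42 (standard error 0.10, adjusted p = 4.2e-04 from limma). The other probe of this gene gave 1.62 (standard error 0.12, adjusted p = 4.8e-04). Atp6v1a on chromosome 11 had a log2 fold change of 1.39 (standard error 0.11, adjusted p = 5.9e-04). Its change stayed between 1.34 and 1.43 with each rat left out in turn. Atp6v1c1 was less certain. Its log2 fold change was 1.11 (standard error 0.29, adjusted p = 0.032), and it was called in 1 of the 6 fits that left out a rat. The signal of Atp6v1c1 was 5.53 in control rat 1, 6.61 in control rat 2 and 6.50 in control rat 3, while its mean was 7.32 ± 0.21 (SD, n = 3) in the model group. With slide as a block the log2 fold change of Atp6v1c1 was 1.79 (adjusted p = 0.0063), and after normexp it was 0.69, below the minimum fold change.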

We found that the subunits of the vacuolar (v)-ATPase complex such as Atp6v0c, Atp6v1a, Atp6v1b2 and Atp6v1c1 were upregulated. Four cathepsins (CTSB, CTSD, CTSZ and CTSS) and MMP-9 were also upregulated. 

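All these genes had a named probe, and in each of them every rat of the model group had a higher signal than every control rat. Ctsz rose most among the cathepsins, from 8.89 ± 0.11 (SD, n = 3) in the control group to 11.30 ± 0.08 (SD, n = 3) in the model group on the log2 scale. Its log2 fold change was 2.40 (standard error 0.11, adjusted p = 1.9e-04 from limma). Ctsd on chromosome 1 and Ctsb on chromosome 15 had log2 fold changes of 1.90 (standard error 0.19, adjusted p = 0.0014) and 1.82 (standard error 0.15, adjusted p = 7.5e-04). Ctss on chromosome 2 rose by 1.70 (standard error 0.14, adjusted p = 7.0e-04). Mmp9 on chromosome 3 had a signal of 8.94 ± 0.37 (SD, n = 3) in the model group and 5.85 ± 0.76 (SD, n = 3) in the control group. Its log2 fold change was 3.09 (standard error 0.39, adjusted p = 0.0030), and it stayed between 2.75 and 3.49 with each rat left out in turn. The cathepsins and Mmp9 remained called with slide as a block, in which Mmp9 had a log2 fold change of 3.82. The paper describes the v-ATPase as a proton pump and proposes that a lower pH outside the cell raises the activity of MMPs and cathepsins, and with it the breakdown of the ECM.

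**Figure D2:**
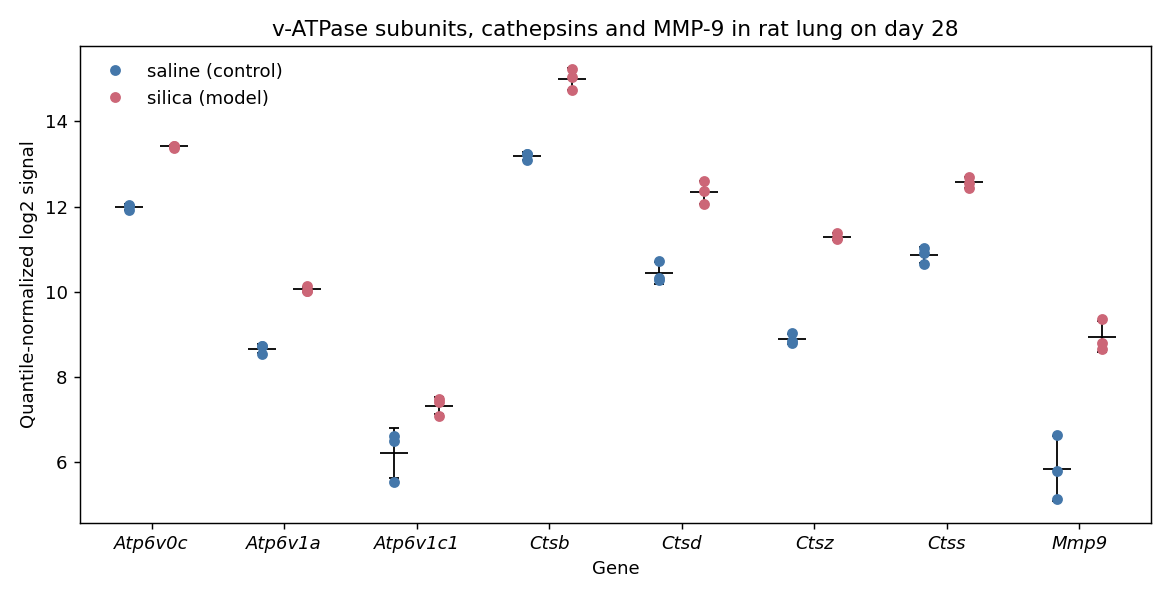
Quantile-normalized log2 signal (vertical axis) of v-ATPase subunits, cathepsins and MMP-9 (horizontal axis) in the lungs of 3 control and 3 model rats on day 28. Each point is a rat, the horizontal line is the mean and the bars are the SD. In every gene shown the rats of the model group lie above the control rats, and the gap is smallest for Atp6v1c1.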

CTSS, one of the most potent elastases, can degrade fibrillar collagens, fibronectin and laminin. CTSB degrades collagen type IV, X and fibronectin [30]. CTSB/D can enhance expression of fibrogenic markers α-smooth muscle actin (α-SMA), TGF-β and Col1a1 in hepatic stellate cells (HSCs) from ASMase-null mice. Overexpression of CTSB was found to increase hepatic fibrosis in ASMase-null mice [31]. Low extracellular pH caused by enhanced V-ATPase activity could activate MMP-9 and cathepsins to promote the pulmonary fibrosis. In addition, the activity of MMP-9 is regulated by Lipocalin 2 (LCN2) by forming a macromolecular LCN2/MMP-9 complex, which protects MMP-9 from autodegradation [32, 33]. In particular, when bound to MMP-9, LCN2 may modulate various inflammatory mechanisms including acute phase proteins and the vascular repair process [34]. LCN2 and MMP-9 have been reported to participate in pulmonary fibrosis development [35].

Chitinase 3-like 1 (CHI3L1) plays a protective role in tissue injury by ameliorating inflammation and cell death. It also has a profibrotic role in the repair phase by augmenting alternative macrophage activation, fibroblast proliferation and matrix deposition [36]. In bleomycin-induced IPF the expression of CHI3L1 was found to be decreased during the early injury phase and increased during fibroproliferative repair with increasing of matrix gene expression, collagen accumulation, a-SMA expression and secretion of TGF-β1. CHI3L1 can also interact with lung ECM to augment fibroblast proliferation and transformation to activated [37, 38]. CHI3L1 can also regulate liver cancer potentially by regulating the TGF-β signaling pathways with activating kinase to phosphorylate SMAD2 and SMAD3 [39]. In addition, Gm2a can cause transcription and immune responses to a range of inflammatory factors such as IL-6, TNF-α and TGF-β, which can promote fibrosis by activating NF-κB signal pathway [40, 41]. CD14, Toll-like receptor 2 and macrophage receptor with collagenous structure, could interact with cord factor to promote pro-inflammatory cytokine expression [42]. 

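Among the genes framed as upregulated in Fig. 7, Cd14 on chromosome 18 had a normalized log2 signal of 12.39 ± 0.52 (SD, n = 3) in the model group and 9.20 ± 0.33 (SD, n = 3) in the control group. Its log2 fold change was 3.19 (standard error 0.29, adjusted p = 9.9e-04 from limma). Itgam on chromosome 1 had a log2 fold change of 4.35 (standard error 0.63, adjusted p = 0.0047), with an SD between rats of 1.05 in the model group and 0.92 in the control group. The other probe of Itgam gave 3.61 (standard error 0.31, adjusted p = 8.2e-04). Itgb2 on chromosome 20 varied less between rats and had a log2 fold change of 1.83 (standard error 0.10, adjusted p = 2.5e-04). Of the collagens, Col1a1 had a log2 fold change of 1.47 (standard error 0.42, adjusted p = 0.041) and was called in 1 of the 6 fits that left out a rat. Tgfb1, which stands in Fig. 7 without a frame, was upregulated with a log2 fold change of 1.30 (standard error 0.10, adjusted p = 5.9e-04). These genes were also called with slide as a block. Tlr2, Marco and Mapk12 were not analysed here.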

An analysis of pathways shows that these pathways are interrelated and converged at common points to produce an effect (Fig. 7).

**Fig. 7:**
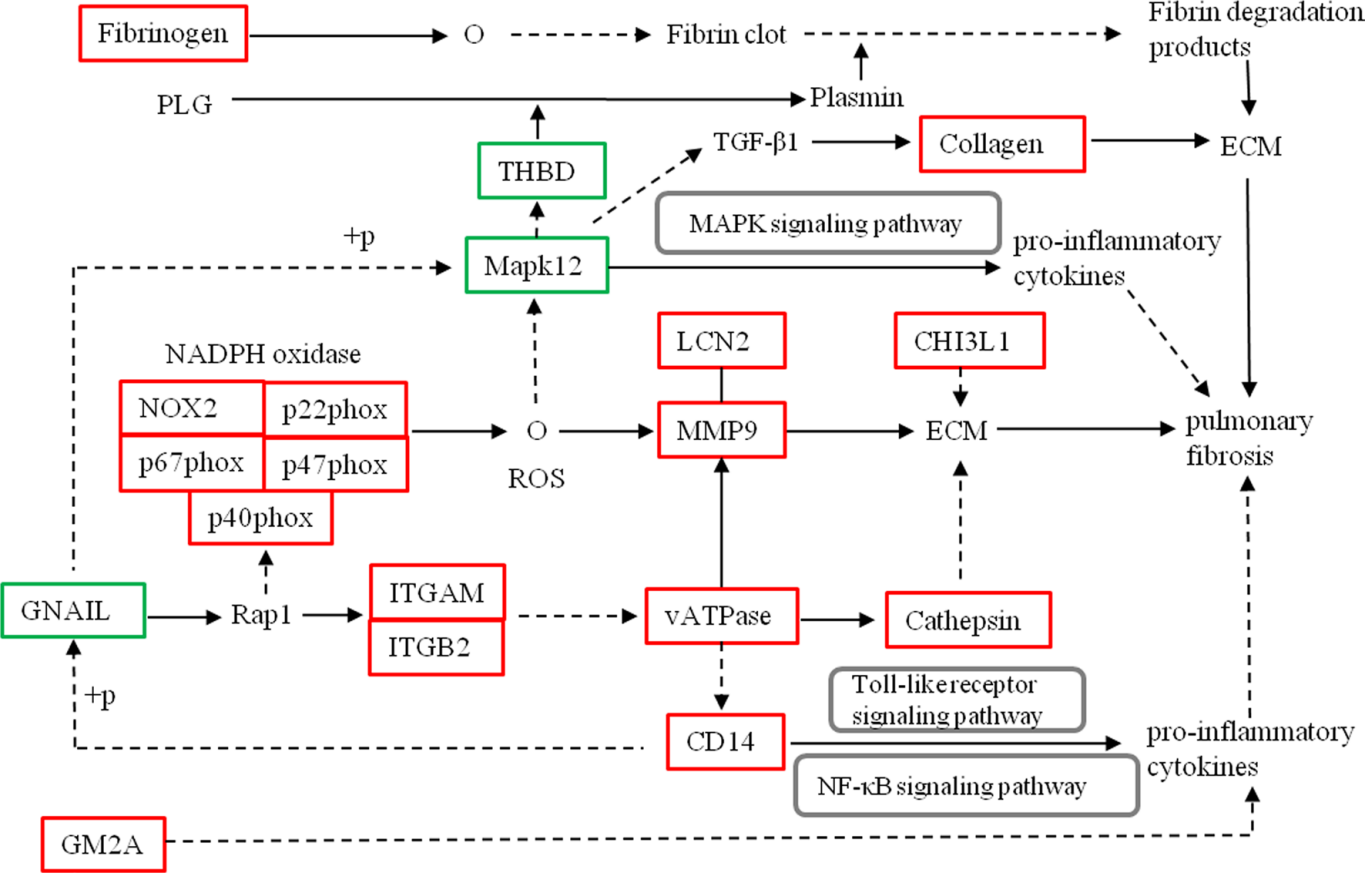
Inferred mechanisms of action of the cor-DEPs-DEGs genes with mainly enrichment pathways in the silica-treated rats. Red frame: upregulated; Green frame: downregulated;  : activate or leads to;  : indirect effect;  : complexes.  : combine; + p: phosphorylation; O: chemical molecules. For simplicity in presentation, only protein designations are shown

Silicosis is an occupational disease characterized as inflammatory cells infiltration and progressive pulmonary fibrosis. In this study we analyzed the proteomic/transcriptomic profile in the lungs of rats on the 28th day after silica exposure when lung fibrosis has been formed according to our previous study. We could not provide the dynamic proteome changes occurring during silicosis. The function of these identified cor-DEG-DEP genes have not yet been explored. Further investigation is required to explore the roles of these identified cor-DEG-DEP genes in silicosis.

## Conclusions

In this study, we carried out a combined transcriptomic and proteomic analysis to study the molecular mechanisms underlying of pulmonary fibrosis in silica-exposed rats. Using joint analysis of transcriptomic and proteomic data we identified 250 DEPs/DEGs that mainly involve in phagosome, leukocyte transendothelial migration, complement and coagulation cascades and cell adhesion molecules (CAMs) pathways. These genes and their protein products could be critically important in initiation, progression and development of silicosis. Based on the results, we constructed the interaction map of these pathways to help understanding the molecular mechanism of silicosis (Fig. 7). Conclusively, this study provides important insights into molecular pathogenesis of silicosis and helpful information for more targeted prevention and treatment of the disease.

## Supplementary Information

**Additional file 1: Table S1.** The differentially expressed genes (DEGs) were expressed between the model and control groups.

**Additional file 2: Table S2.** The differentially expressed proteins (DEPs) were expressed between the model and control groups.

**Additional file 3: Table S3.** The cor-DEGs-DEPs genes with the same or opposite trend.

**Additional file 4: Table S4.** GO terms were highly enriched at both mRNA and protein levels.

**Additional file 5: Table S5.** KEGG terms were highly enriched at both mRNA and protein levels.

## Data Availability

The proteomic information including the raw data, peak list files etc., have been submitted to the PRIDE database with identifier PXD020625. The microarray gene expression data have been deposited in NCBI’s Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE188520.

## Abbreviations

TMT: Tandem mass tags
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes
PRM: Parallel reaction monitoring
DEGs: Differentially expressed genes
DEPs: Differentially expressed proteins
CAMs: Cell adhesion molecules
ECM: Extracellular matrix
BP: Biological process
CC: Cellular component
MF: Molecular function;
GM2a: GM2 ganglioside activator
CHI3L1: Chitinase-3-like protein 1
LCN2: Neutrophil gelatinase-associated lipocalin
GNAI1: Guanine nucleotide-binding protein G(i) subunit alpha-1
NOXs: NADPH oxidase
IPF: Idiopathic pulmonary fibrosis
THBD: Thrombomodulin
MMPs: Matrix metalloproteinases
CHI3L1: Chitinase 3-like 1

How the deposited data were processed for this re-analysis (not part of the article)

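Lung RNA of 12 rats was measured on Agilent single-colour arrays, with a separate array for each rat. The labels give 4 groups of 3 rats each, silica and saline on day 28 and silica and saline on day 14. The groups of day 28 are the model and control groups of the paper. The paper describes no rats killed on day 14. For the arrays of day 14 the title and the time point in the labels say 14 days, while the protocol text, worded alike for all arrays, says 28 days. They were taken as day 14 and kept out of every comparison beside the paper's claims. The dose is 1 mL of 50 mg/mL in the paper and also 50 mg/kg in the labels.

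The authors read each slide with Feature Extraction 10.7 and deposited a spot intensity for each of 62972 spots per array. These intensities had been corrected for background and for gradients across the slide by the authors' software, and had not been normalized between arrays. The authors also deposited a table of log2 signals, which their methods describe as quantile normalized in GeneSpring. That table differed from the log2 signals in Table S1 by at most 5.0e-05 over the probes compared.

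From the spot intensities, 1439 control spots per array were left out, as were spots flagged as outliers unless all spots of a probe were. The remaining spots of a probe were averaged, which gave 51255 probes. Between 60.5% and 69.5% of the probes were well above background on an array of day 28, and between 64.6% and 69.2% on an array of day 14, and no probe was saturated. The processed intensities were put on the log2 scale and quantile normalized, over the 6 arrays of a day or over all 12 arrays for the interaction. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which left 32097 probes for day 28, 33615 for day 14 and 34097 for the interaction. A probe was counted as well above background when most of its spots carried that flag.

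Groups were compared with limma 3.58.1 (lmFit and eBayes, moderated across probes) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg. A probe was called at an adjusted p of at most 0.05 and a fold change of at least 2, and for the interaction of silica and day at the adjusted p alone. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. The fits were tested on simulated data with the means and spreads of the real probes, in which 200 probes were changed by 2 or 3 on the log2 scale. The limma fit recovered 89.5% of them for the comparison of day 28, 87% for that of day 14 and 84.5% for the interaction. The fit with slide as a block recovered 74.5% for day 28 and 69.5% for the interaction. Smaller changes were not simulated, so these shares do not hold for them. The called probes of day 28 that were also tested on day 14 had a median absolute log2 fold change of 1.37. The simulated probes varied independently, and no difference between slides was simulated.

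The arrays were on 2 slides, each scanned once. Slide 1 held the 3 silica arrays of day 28 and saline replicate 1 of day 28, and slide 2 held the other 8 arrays. The fit with slide as a block at day 28 therefore rests on that saline array. At day 14 all arrays lay on slide 2.

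Gene names were taken only from the first 1279 of the 2275 rows of Table S1, since the deposited arrays give probe identifiers without names. The 1279 probes name 1099 genes, 158 of them with more than 1 probe, and the probe sequences in the table were those of the arrays. The accessions of 1216 probes were found among the RefSeq genes of the assembly GRCr8, which was used for names only. In Table S1, 4 symbols had been turned into dates. Table S1 gives positions without naming a genome build, so only chromosomes are printed. The genes named in the text were chosen by a rule. They are the genes that the paper names in its results, discussion and Fig. 7 and the genes of opposite trend in Table S3. To these were added, at each day, the 5 named probes with the largest rise and the 5 with the largest fall among called probes that were well above background on all arrays of the comparison and changed the same way in every pair of arrays. The 5 named probes with the smallest interaction p were also added. Of the 38 genes named in the paper, 19 had a named probe, and the others were not analysed here. The results of a few named genes are not reported here. Where a gene had several probes, the probe with the highest mean signal was used.

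Protein log2 fold changes are the paper's, from Table S2, and were matched to probes by gene symbol. The correlations are across genes, which are not independent replicates, and carry no p-value. For the comparison of rats, the deviations of each rat from its group mean in mRNA and in protein were correlated across genes. The median over the 6 rats was set against all 36 ways of pairing the rats within groups, as an exact one-sided permutation test. Gene lists of GO terms and KEGG pathways are the paper's, from the first 1081 of the 4448 rows of Table S4 and from Table S5, and were only tallied by direction. No enrichment or set test was run on these lists, because only part of the probes could be named and all named probes had been selected by the authors.

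The alternatives were scaling on the 75th percentile of each array, normexp background correction with an offset of 50, the authors' log2 table, all arrays in a single fit, no filter and a stricter filter on dim probes, other thresholds, a t-test (named in the methods for DEPs), slide as a block, replicate number as a block, and leaving out each rat in turn. Apart from the following, the tests, the alternatives and the rule for named genes were fixed before the data were examined. The tests of clock-controlled genes and of Gapdh, the use of the other day as a test of chance, and the comparisons with the rows of Table S1 and Table S3 were chosen later, and the error of the correlation was not set beforehand. The planned tests of cell type marker lists and of probes without a protein-coding gene were not run, since they need names for probes outside Table S1. Whether a change in the mix of cells in the lung contributed to the rises and falls was therefore not tested. The number of arrays limits the precision of all values, and with 3 rats against 3 no exact permutation test of a single probe can give a p under 0.10.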

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

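The comparison with day 28 as a test of chance was chosen only after the result was seen, and the other tests in this part were not. The arrays of day 14 drew attention because the paper does not report on them, although they show a difference between the silica and saline groups. Of 33615 probes tested with limma, 1647 were called, with 869 higher and 778 lower in silica. Among named probes the largest rises were those of Lcn2, with a log2 fold change of 4.40 (standard error 0.32, adjusted p = 0.0023), and Trem2, Gpnmb, Slc7a11 and Bpifb1, with 4.20, 4.03, 3.94 and 3.83. The largest falls were those of Zbtb16 at -2.61 (standard error 0.27, adjusted p = 0.0055), Spon2 at -2.48, Fmo2 at -2.08, Plvap at -2.07 and Fmo1 at -1.85. The order depended on the processing, and with normexp Slc7a11 rose by 2.23 and Zbtb16 had -1.87, behind Spon2 at -2.37. In all of these the 3 silica rats lay apart from the 3 saline rats, which the rule for choosing them required. The named probes come from a table of changes on day 28, so genes that changed on day 14 alone could not be named. The count depended on single rats. It was 587 (463 higher and 124 lower), 281 (211 and 70) and 304 (259 and 45) without saline replicate 1, 2 and 3, and 1211 (800 and 411), 2338 (963 and 1375) and 1116 (705 and 411) without silica replicate 1, 2 and 3. The balance of higher and lower probes therefore also depended on single rats.

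Several technical explanations were tested. All 6 arrays of day 14 lay on the same slide, so a difference between slides cannot have produced the 1647 calls. Scaling on the 75th percentile in place of quantile normalization gave 1609 calls, so the choice between these normalizations was not the source either. A swap of treatment labels was tested with a score built from the probes called on day 28. The silica arrays of day 14 scored 1.94, 0.72 and 0.76 and the saline arrays -0.89, -1.17 and -1.06, and 0 silica arrays lay at or below a saline array. Of the 10 ways to split the 6 arrays into groups of 3, only the real one, 1 of 10, gave as many calls, and with 10 splits chance cannot be excluded. The separate rats of day 28 argue against chance, since 1512 (99.1%) of the 1526 called probes that were also tested there changed in the same direction. Probes vary together and are not independent evidence. A response to silica that is already present on day 14 may explain the calls, and this stays a hypothesis. The labels also disagree on the day itself, and whether these rats were killed on day 14 was not tested.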

How the results depend on the processing

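No alternative in this part was added after the results were seen. On day 28 the count of 3120 called probes stayed within 1.5 times under most alternatives, from 2155 with an adjusted t-test, which the methods name for DEPs, to 3361 with an unadjusted limma p. The exceptions were normexp with 1303 (795 higher and 508 lower) and no minimum fold change with 9220. Leaving out each rat in turn gave 2494 to 3764. With slide as a block the count was 3066 (1786 higher and 1280 lower), but only 2118 probes were called in both fits.

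On day 14 the count of 1647 became 708 (430 higher and 278 lower) with normexp, 396 (298 higher and 98 lower) with no filter on dim probes, 1 with the adjusted t-test and 3147 with no minimum fold change. Leaving out each rat in turn gave 281 to 2338. The other alternatives gave 1386 to 2310, and the t-test without adjustment gave 1848.

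For the interaction of silica and day, the count of 0 became 1 with normexp, 1 with each day normalized separately, 1 with no filter on dim probes, 1 with a filter on every array, 855 with an unadjusted p of at most 0.05 and a fold change of at least 2, and 4 with slide as a block. Leaving out each rat in turn gave 0 to 264. The 264 came without saline replicate 1 of day 28, after which slide and treatment cannot be told apart on day 28, and the count was 21 without silica replicate 1 of day 14. Dropping the minimum fold change and the adjustment loosen the threshold by construction. On each day, the offset of normexp lowers fold changes against a fixed minimum by construction. For the other shifts in these counts the cause was not tested.

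The correlation of mRNA and protein was 0.82 as Spearman's rho and 0.9285 as Pearson's r, and 0.808 to 0.826 under the other settings. Leaving out each rat gave 0.806 to 0.822, and the cause was not tested. The number of DEPs with an mRNA called in the same direction was 165, and 125 to 211 under all alternatives. The comparison of rats gave a median correlation of -0.0464, and -0.0428 to -0.0369 under its alternatives.

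No named gene changed direction under any alternative. Of 27 named results on day 28, normexp took 4 below the threshold (including Gnai1, Ncf4 and Atp6v1c1) and the slide block 5 (Gnai1, Thbd, Hbb-b1, Hbe2 and LOC287167), while scaling on the 75th percentile, the authors' table and a fit of all 12 arrays took none. Leaving out a rat lost the call in 25 of the fits and kept it in 137. On day 14, leaving out a rat lost the call in 29 fits and gained one in 5. For the interaction it gained a call in 4 fits and left the result the same in 56.

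Replicate numbers did not pair the rats. The correlations of the deviations of same-numbered rats were -0.158, -0.028 and -0.067 on day 28 and 0.024, -0.169 and 0.064 on day 14. With the replicate block, 2896 probes were called on day 28, 1534 on day 14 and 0 for the interaction, and Atp6v1c1 and Col1a1 were not called on day 28 while Mmp9 was called on day 14.

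Slide as a block was not run on day 14, where all arrays share a slide. The t-test was not run for the interaction, whose threshold has no minimum fold change to drop. The unadjusted threshold does not enter the correlation, nor the correlation coefficient the count of DEPs. Cell type marker lists and probes without a protein-coding gene were not run for lack of names. Signal over background limits genes such as Gnai1, which was well above background on 1 of 3 silica arrays of day 28.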

Differences from the paper's values

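The comparisons with the rows of Table S1 and of Table S3 were chosen only after the result was seen; the others were not. The paper reports 1769 DEGs on day 28, while 3120 probes were called here. The paper counts 952 upregulated DEGs and 1597 probes were called higher here. It counts 817 downregulated DEGs and 1523 probes were called lower here. The units differ, since the paper counts genes, and its Table S1 has 2275 rows, with a probe in each row of the part read. The array also carries non-coding probes, and the part of Table S1 that was read lists only coding ones. Every count of probes here therefore covers a wider set than the paper's. With this limit, 3120 was within 1.5 times of 2275, a comparison chosen after seeing the values. So was every alternative except normexp (1303), no minimum fold change (9220) and the fit without saline replicate 1 (3764). Among the alternatives set before the data were examined, the total came within 1.5 times of the paper's 1769 genes with normexp (1303), with probes well above background on every array (2346), with an adjusted t-test, which the methods name for DEPs (2155), without saline replicate 3 (2652) and without silica replicate 1 (2494). The other alternatives did not come within 1.5 times of this count of genes. For the upregulated DEGs these were normexp (795), the filter on every array (1271) and the adjusted t-test (1326), and no others. For the downregulated DEGs they were the filter on every array (1075), the adjusted t-test (829), without saline replicate 3 (1156) and without silica replicate 1 (1030), and no others.

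For DEGs and DEPs the paper's correlation is 0.917, and Spearman's rho was 0.82 here over 167 genes. Pearson's r, an alternative set before the data were examined, was 0.9285 and differed from the paper's value by 0.0115. The spread used here was 0.0124 and was not set beforehand. It is the SD of the 6 values of Spearman's rho without a rat, times the square root of 5. By this spread Pearson's r was the only alternative within reach of the paper's value. The difference is larger than the usual jackknife error of 0.0113 and than the plain SD of 0.00554, so the choice of the error decides it. All of these errors belong to Spearman's rho. Whether Pearson's r over the 167 genes reaches the paper's value within its own error is therefore open. The methods name both coefficients. Over the paper's own 361 rows of Table S3, Spearman's rho was 0.8112, against the paper's 0.917. Over the 355 rows of the same trend it was 0.8296, against the paper's 0.940. Over the 6 rows of the opposite trend the size of the negative coefficient was 0.8697, against 0.932 in the paper. Pearson's r over these rows had sizes of 0.9168, 0.9402 and 0.9321, equal to the paper's values when rounded. The paper's values therefore match Pearson's r and not Spearman's rho. This comparison was chosen after seeing the values.

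The paper counts 6 genes with an opposite trend, and Table S3 has 6 such rows for 5 genes.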

Other observations

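The tests of clock-controlled genes and of Gapdh, and the comparison with day 14 as a test of chance, were chosen only after the result was seen. The other tests in this part were not.

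On day 28 the silica arrays shared a slide with saline replicate 1, and the other saline arrays lay on another slide. Between saline replicate 1 and replicates 2 and 3, 1769 and 1364 probes differed by more than 2-fold, against 452 between replicates 2 and 3, which shared a slide. Pairs of arrays on the same slide differed in 373 to 679 probes in the saline group of day 14, 575 to 1152 in the silica group of day 28 and 1217 to 2293 in the silica group of day 14. Saline pairs thus differed more across slides than within a slide, and whether this comes from the slides or from saline replicate 1 cannot be told apart. If slides had produced the calls of day 28, the called probes would change at random on day 14, where all arrays shared a slide. Of the 3021 called probes that were also tested on day 14, 2921 (96.7%) changed in the same direction there, so a difference between slides cannot account for most of the calls. It may still account for some of them. Of the probes called with slide as a block, 90.1% changed in the same direction on day 14. Of the 10 splits of the arrays of day 28, only the real one, 1 of 10, gave as many calls, and 10 splits cannot exclude chance. The same direction of most called probes in the separate rats of day 14 argues against chance, though probes vary together and are not independent evidence.

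Both days changed mostly alike. Over 31615 probes tested on both days, the log2 fold changes had a Pearson's r of 0.784 and a Spearman's rho of 0.668 across probes, which are not independent. Of the probes called on day 14, 1186 were also called on day 28, and 1184 of them in the same direction. Whether the response differed between the days was tested with the interaction in limma, which called 0 of 34097 probes (smallest adjusted p 0.057). At an unadjusted p under 0.05 there were 3386 probes (9.93%). The named probe with the smallest p was that of LOC103694669, with a log2 fold change of -1.01 on day 28 and 2.01 on day 14 and an adjusted interaction p of 0.092 (0.051 with slide as a block). The next were Kcna5, Apba2, Scgb2b2 and Ifit2, and none was called with all arrays in the fit. With a rat left out, the named probes gained a call in 4 fits. Of 100 groupings of the days, which include the real one, 100 gave as many calls. A count of 0 makes this certain, so the groupings decide nothing. With slide as a block 4 probes were called. The silica arrays of day 28 and day 14 lay on different slides. That fit therefore separates the days from the slides only through saline replicate 1 of day 28, and a single array cannot settle the question.

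A hypothesis was that rats of a group that deviate in mRNA deviate alike in protein. The median correlation over the 6 rats was -0.0464 across 167 genes. The exact one-sided permutation p over the 36 pairings was 0.75 and between 0.667 and 0.75 under the alternatives, so the data gave no support for it. The genes were those called by the authors in both mRNA and protein.

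Several genes controlled by the circadian clock were lower in silica lungs on day 28. Over Nr1d1, Nr1d2, Dbp and Per3, which were chosen after their values were seen, the median log2 fold change was -1.45 on day 28 and -0.13 on day 14, with both probes of Per3 averaged. With either probe of Per3 alone the median on day 28 was -1.26 or -1.67. The difference between the days was not called for any of them (adjusted interaction p 0.34 to 0.49). Ciart was also lower on day 28, but well above background on 0 silica arrays. Nr1d2 was well above background on 2 of the 3 silica arrays of day 28. After normexp the log2 fold changes on day 28 were -2.64 for Nr1d1, -0.55 for Nr1d2 and -1.04 for Dbp. The probes of Per3 had -0.92 and -1.47, so the size of the fall depended on the background correction. Other clock genes went up on both days. Bhlhe41 rose by 3.37 on day 28 and 3.11 on day 14, and Bhlhe40 by 1.28 on day 14 and somewhat less on day 28. In the fit with slide as a block the median was -1.78 (adjusted p 0.02 to 0.05 from limma, with Nr1d2 at the threshold). The mean over the 4 genes fell by 2.06 (standard error 0.57) in that comparison. Saline replicate 1, on the slide of the silica arrays, had a mean log2 signal of 9.39, against 9.20 and 8.62 in the other saline rats and 6.76 to 7.80 in the silica rats. This argues against a difference between slides as the whole cause, although it rests on a single saline rat. A candidate explanation is a different time of day at which the tissue was collected. It predicts a rise of genes of the opposite phase, and 0 of these had a named probe. The time of collection stays open, as does the choice of the genes for this pattern, which was not tested. A biological effect of silica on these genes was not tested either.

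Gapdh, often used as a reference gene, was higher in silica lungs on both days. Its 7 probes had log2 fold changes of 1.23 to 1.50 on day 28 (largest adjusted p 0.0016) and 0.85 to 1.09 on day 14 (largest adjusted p 0.024). After scaling on the 75th percentile the median on day 28 was 1.57, after normexp 1.43 and with slide as a block 1.26, so the choice between these normalizations did not produce the rise. All probes were named in a table of changes on day 28, and other explanations were not tested. The paper normalized its RT-qPCR to ACTB, which was not analysed here.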
